A study of Homo sapiens with 9 samples.

How the data were processed

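Total RNA sequencing was analysed from 9 libraries of U2-OS cells, an established human osteosarcoma cell line. Per the labels, 6 libraries came from 2 clones that overexpress NCBP2, the small subunit of the nuclear cap-binding complex, with 3 libraries each from clone A1 and clone A4. The other 3 libraries came from 3 separate clones that carry the empty vector, with 1 library per clone. Per the labels' protocols, RNA was isolated on Direct-zol columns and libraries were made with the KAPA RNA HyperPrep kit after removal of ribosomal RNA. The molecule field of the labels names polyadenylated RNA, which differs from that protocol. Small nuclear and nucleolar RNAs and replication-dependent histone mRNAs, most of which have no poly(A) tail, were counted in all libraries.

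The deposited tables hold raw counts of reads per gene, as whole numbers with no normalization. Neither the labels nor the tables state the aligner, the counting program, the genome build or the annotation. The layout of the deposited count tables is that of a strand-aware counter, and it was read from the values. Each table opens with 4 lines that name no gene, for unmapped reads, reads with several alignments, reads outside genes and reads that fit more than 1 gene. Column 2 holds counts without regard to strand, and columns 3 and 4 hold counts for each strand. Column 3 held most of the stranded counts and was taken as the strand of the gene. Column 4, the opposite strand, held 5.51% (clone A4 replicate B) to 6.42% (clone A4 replicate C) of the stranded counts. The 4 lines that name no gene were left out of library sizes and tests. They held between 44.5% (vector replicate B) and 63.6% (clone A1 replicate A) of a library's reads. Reads outside genes were 32.4% to 52.4% of the uniquely aligned reads. Reads with several alignments, which the counts leave out, were 6.80% to 16.3% of all reads, so genes with near-identical copies are measured only on their unique sequence.

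The tables list 60609 gene identifiers. Of these, 60295 were matched to GENCODE release 44 on GRCh38 by the identifier without its version, and 49338 also had the same version. Gene symbols, classes and coordinates were taken from that release, which may differ from the annotation used for counting. The 45 identifiers of the pseudoautosomal copy on chromosome Y were not matched.

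Total reads per library ranged from 80341579 to 111784333, and counts in genes from 29234022 to 50554080. With these totals, the widest 95% Wilson interval of an RNA class share extended 0.0129 percentage points to either side. Such intervals and floors cover counting error only, because reads without molecular identifiers are not independent molecules. The spread between libraries was far larger, with a common biological coefficient of variation of 0.427 over the 9 libraries and of 0.358 without clone A1 replicate A. No 2 libraries agreed within sampling noise. The lowest chi-square per degree of freedom between libraries of a group was 30.2. Each library was counted as 1 replicate. That value does not show separate cultures, because repeat libraries of 1 culture may also differ by more than sampling noise.

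Groups were assigned from the titles, and the tests, the alternatives, the gene lists and the rule for naming genes were fixed before the data were examined. The test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3, robust) after filterByExpr with its defaults and TMM scaling, with Benjamini-Hochberg adjusted p under 0.05 as the threshold. One fit with 2 groups compared the 6 NCBP2 libraries with the 3 vector libraries. A second fit with 3 groups gave clone A1 against vector, clone A4 against vector, and clone A4 against clone A1, with the spread shared over all 9 libraries. CPM values, counts relative to the library total, were computed with the TMM-scaled library sizes, and log2 CPM with a prior count of 2. Log2 fold changes are edgeR's, with standard errors from the same fits. By the naming rule, the text names NCBP2, cap-machinery genes past the threshold in the NCBP2 arm, and the genes with the largest changes past it, up to 5 in each direction for the NCBP2 arm and 3 for clone A4 against clone A1. Those genes had a symbol, were not pseudogenes, had an average log2 CPM of at least 1 by edgeR over the 9 libraries, and did not overlap between the groups by CPM. The rule's mean log2 CPM was read as edgeR's average, which weighs libraries with high counts more. By the mean of each library's log2 CPM, which was -0.99 for H2AC8 and 0.97 for HLF, with H2BC8 and LINC02074 between them, these 4 genes fall under 1.

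Gene lists were tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01, two-sided, with adjustment over the 13 lists. These lists were the cap machinery, mRNAs linked to eIF4E, replication-dependent histones, small nucleolar and Cajal body RNAs, small nuclear RNAs, hosts of small nucleolar RNAs, ribosomal proteins, mitochondrial mRNAs, and interferon, p53, ATF4, cholesterol and proliferation genes. Shares of counts by RNA class were compared with two-sided exact permutation tests over the 84 splits of 6 against 3 libraries, whose smallest possible p is 0.0119. Because clones A1 and A4 were compared with the same vector libraries, 20 simulated pairs of unchanged groups against those libraries gave the chance values of their shared calls and of the correlation of their fold changes.

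The alternatives were DESeq2's size factors in edgeR, DESeq2's Wald test (version 1.42.0), no filter on low counts, a mean of at least 50 counts, the replicate letter as a block, clone means from the fit with 3 groups, counts summed per clone, limma-voom with clone as a random block, a minimum absolute log2 fold change of 1, protein-coding genes alone, only the 6 libraries compared, and leaving out each library in turn. Counts without regard to strand, a quality weight per library and an offset for GC content and transcript length were added after the data were seen. GC content and length were known for 99.6% of the genes tested.

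The tests were tried on simulated data in which 200 of 21682 genes were changed. Each library was drawn independently with the spread fitted within the 3 groups, so the simulated clones had no differences of their own. With real clones, recovery may be lower and false calls more frequent. The fit of the NCBP2 arm recovered 95% of 4-fold and 50% of 2-fold changes, with 9 false calls among 154 genes called. DESeq2 on the same arm recovered 98% and 59%, with more false calls, 32 among 189. Recovery of 4-fold and 2-fold changes was 80% and 19% for clone A1, 88% and 31% for clone A4, and 88% and 13% for clone A4 against clone A1. With counts summed per clone it was 85% and 21%, with 0 false calls. In a simulated shift of the p53 list, that list alone of the 13 was called. Genes were drawn independently there, so the simulation cannot show how often camera calls lists of correlated genes.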

Results

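Gene expression was measured by RNA sequencing after ribosomal RNA removal in U2-OS osteosarcoma cells. The question was which RNAs differ in level between cells that overexpress the cap-binding protein NCBP2 and cells that carry an empty vector. NCBP2 binds the methylated cap at the 5′ end of nuclear RNAs together with NCBP1. The NCBP2 arm held 6 libraries, 3 (replicates A, B and C) from each of 2 clones, A1 and A4. The vector arm held 3 libraries, replicates A, B and C, each from a clone of its own. The labels do not say how far the 3 libraries of 1 clone were separate cultures, so the NCBP2 arm rests on 2 independent clones and the vector arm on 3.

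Total reads ranged from 80341579 (clone A1 replicate A) to 111784333 (clone A4 replicate A). Counts on the strand of annotated genes were 29234022, 37012934 and 42928585 in replicates A, B and C of clone A1, 46845294, 44920394 and 41902723 in clone A4, and 47283279, 50554080 and 41901361 in the vector libraries, in the same order. Mitochondrial transcripts made up 9.57% (clone A1 replicate A) to 13.5% (vector replicate B) of gene counts. The 10 genes with the most counts held 9.29% to 14.2%. No library property out of the 7 compared differed between the arms by a two-sided exact permutation test over 84 splits. The smallest p was 0.155, for the percentage of unmapped reads (adjusted p 0.639), with a mean of 3.0% ± 0.813 (SD, n = 6) in the NCBP2 arm and 2.17% ± 0.604 (SD, n = 3) in the vector arm. Within each replicate letter, the percentage of unmapped reads was higher in both NCBP2 clones than in the vector library. For letters A, B and C it was 3.656%, 3.434% and 1.787% in clone A1 and 2.995%, 3.846% and 2.296% in clone A4. In the vector libraries it was 2.866%, 1.904% and 1.751%, in the same order. No test of these properties within letters was made. The labels give no sequencing batch or date, so no comparison within batches was made.

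Clone A1 replicate A stood apart from the other libraries. Its correlations of log2 CPM with the other 8 libraries, taken across genes, which are not independent, lay between 0.899 and 0.928, whereas the 28 other pairs lay between 0.947 and 0.970. On the first principal component, which carried 36.6% of the variance, it lay at -181.6 and the other 8 libraries between 9.38 (vector replicate C) and 50.1 (vector replicate B). The first component did not separate the NCBP2 arm from the vector arm. Counts were detected for 21823 genes in this library and for 25390 to 29787 in the others.

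**Figure D1:**
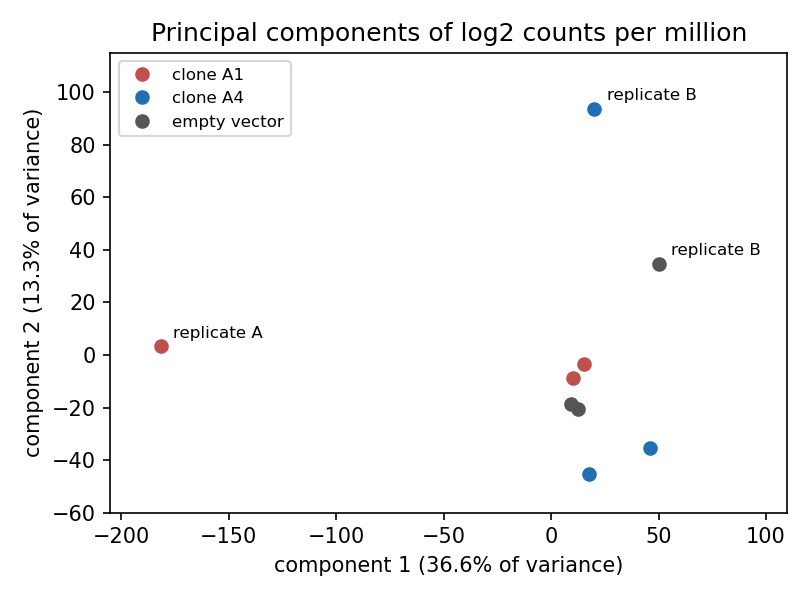
Principal components of log2 CPM over all genes tested, with 1 point per library, the first component on the horizontal axis and the second on the vertical axis, in the units of the components. Clone A1 replicate A lies at -181.6 on the first component, and the other 8 libraries lie between 9.38 and 50.1.

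The overexpressed gene was examined first, as a check on the labels. NCBP2 (ENSG00000114503.11) lies on chromosome 3 at 196935402 to 196942594 on the minus strand of GRCh38. Its level was 298.9, 348.4 and 304.7 CPM in replicates A, B and C of clone A1, 796.3, 1035 and 456.2 CPM in clone A4, and 98.4, 90.6 and 98.3 CPM in vector replicates A, B and C. The mean was 317.3 CPM ± 27.1 (SD, n = 3) in clone A1, 762.6 CPM ± 291.0 (SD, n = 3) in clone A4 and 95.8 CPM ± 4.46 (SD, n = 3) in the vector libraries. All 6 NCBP2 libraries exceeded all 3 vector libraries, a separation with a two-sided exact permutation p of 0.0119, the smallest that 84 splits can give. These splits treat the 9 libraries as independent, although each NCBP2 clone gave 3 of them. By clone there are only 10 splits, too few for a p under 0.05. The mean log2 CPM differed by 2.32.

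In edgeR's fit with 2 groups, the log2 fold change of NCBP2 was 2.50 (SE 0.407), with an unadjusted p of 3.4e-05 and a Benjamini-Hochberg adjusted p of 0.123. It did not pass the threshold over all genes. In the fit with 3 groups, the log2 fold change was 1.73 (SE 0.242, adjusted p 0.0327) in clone A1 and 2.99 (SE 0.254, adjusted p 0.000417) in clone A4. Clone A4 exceeded clone A1 by 1.27 (SE 0.239), with an adjusted p of 0.0764 by edgeR, and all 3 libraries of clone A4 lay above all 3 of clone A1. The alternative with the strongest effect on the call was the test: by DESeq2 the log2 fold change was 2.50 with an adjusted p of 4.6e-08. Over 21 alternatives the value ranged from 2.08 to 2.62 and the adjusted p from 4.6e-08 to 0.652, under 0.05 in 3. The clone A1 result lost significance with counts without regard to strand (adjusted p 0.0757), without clone A1 replicate B (adjusted p 0.134) or C (0.0892), without clone A4 replicate A (0.0716), and without vector replicate A (0.148), B (0.0581) or C (0.104), all in edgeR's test. Over its 17 alternatives, its adjusted p ranged from 3.8e-12 to 0.148. The clone A4 result passed the threshold in all of its 17 alternatives. Without clone A4 replicate C, the difference between the clones was 1.51 with an adjusted p of 0.00681 by edgeR, and over its 17 alternatives the adjusted p ranged from 1.8e-06 to 0.346.

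**Figure D2:**
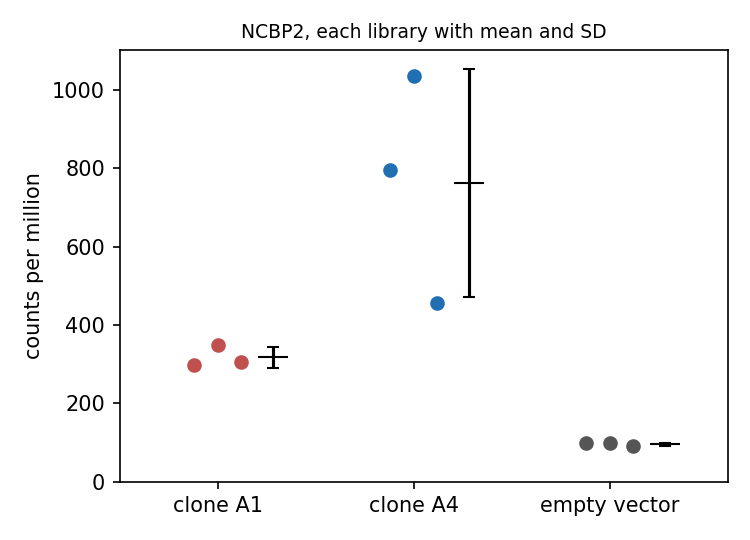
NCBP2 level in CPM (vertical axis) in each library of clone A1, clone A4 and the 3 empty-vector clones, as points for replicates A, B and C of the NCBP2 clones and C, A and B of the vector clones from left to right, with the mean and SD of each group as a dash and bar. The NCBP2 libraries sit between 298.9 and 1035 CPM and the vector libraries between 90.6 and 98.4 CPM.

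Differences between the 6 NCBP2 and 3 vector libraries were then tested over 21682 genes. At a Benjamini-Hochberg adjusted p under 0.05 in edgeR's quasi-likelihood test, 4 genes differed, 1 higher and 3 lower in the NCBP2 arm, and 1238 genes (5.71%) had an unadjusted p under 0.05. All 6 NCBP2 libraries lay beyond all 3 vector libraries for 3.74% of genes, where chance gives 2.38% if all libraries are independent. Libraries of 1 clone may separate together, so the excess alone does not show an effect of the arms. The largest number of calls came from voom with a quality weight per library, which gave 216 genes, and the smallest from counts summed per clone, which gave 0 genes, with 906 at an unadjusted p under 0.05. Leaving out 1 library gave 1 gene without vector replicate A, 2 without vector replicate C, 7 without vector replicate B, 2 without clone A1 replicate C, 8 without clone A1 replicate A, and 3 or 4 without any of the other libraries.

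HLF (ENSG00000108924.14, chromosome 17, 55264960 to 55325187, plus strand, protein-coding) was the gene that rose. It measured 4.64 CPM ± 1.98 (SD, n = 6) in the NCBP2 arm and 0.370 CPM ± 0.195 (SD, n = 3) in the vector arm, a log2 fold change of 3.63 (SE 0.505, edgeR adjusted p 0.0362). Its counts were between 100 and 373 in the NCBP2 libraries and 21, 26 and 6 in vector replicates A, B and C. LINC01029 (ENSG00000265843.3, chromosome 18, 77970637 to 77993731, minus strand), a long noncoding RNA, measured 10.9 CPM ± 1.93 (SD, n = 6) against 74.9 CPM ± 24.9 (SD, n = 3). Its log2 fold change was -2.78 (SE 0.217, edgeR adjusted p 0.000178). CNTNAP2 (ENSG00000174469.23, chromosome 7, 146116002 to 148420998, plus strand, protein-coding) measured 22.8 CPM ± 3.33 (SD, n = 6) against 68.3 CPM ± 18.7 (SD, n = 3), a log2 fold change of -1.58 (SE 0.191, edgeR adjusted p 0.00984). Genes of its chromosome region (108569867 to 158956747) were also lower in the NCBP2 arm, by a median of -0.58 on the log2 scale in its window of 40 expressed genes. That value was corrected for GC content and length, and the uncorrected one was -0.65. EFEMP1 (ENSG00000115380.20, chromosome 2, 55865967 to 55924139, minus strand, protein-coding) measured 57.7 CPM ± 4.93 (SD, n = 6) against 143.3 CPM ± 29.5 (SD, n = 3), a log2 fold change of -1.31 (SE 0.147, edgeR adjusted p 0.00673).

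For each of these genes, all 6 NCBP2 libraries lay beyond all 3 vector libraries, and the sign held under every alternative and every library left out. With counts summed per clone, none of the 4 passed the threshold, with adjusted p of 0.684 for HLF, 0.491 for LINC01029, 0.869 for CNTNAP2 and 0.684 for EFEMP1 in edgeR. HLF kept its call in 12 of 21 alternatives. It lost the call without clone A1 replicate B (0.0793) or C (0.0592), clone A4 replicate A (0.124) or C (0.0951), or vector replicate A (0.240), B (0.0542) or C (0.167), and with clone as a random block (0.140). The correlation within clones fitted for that block was -0.0168, so the block itself took out almost no difference between clones. CNTNAP2 kept its call in 17 of 21, and lost it without clone A1 replicate C (0.0554), vector replicate A (0.106) or vector replicate C (0.0904). EFEMP1 kept its call in 19 of 21 and lost it without vector replicate A (0.0635). LINC01029 kept its call in 19 of 20, in every one that kept the libraries separate. Over the alternatives, the adjusted p of HLF ranged from 6.6e-12 to 0.684, that of LINC01029 from 1.5e-25 to 0.491, that of CNTNAP2 from 2.5e-09 to 0.869 and that of EFEMP1 from 9.4e-11 to 0.684.

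**Figure D3:**
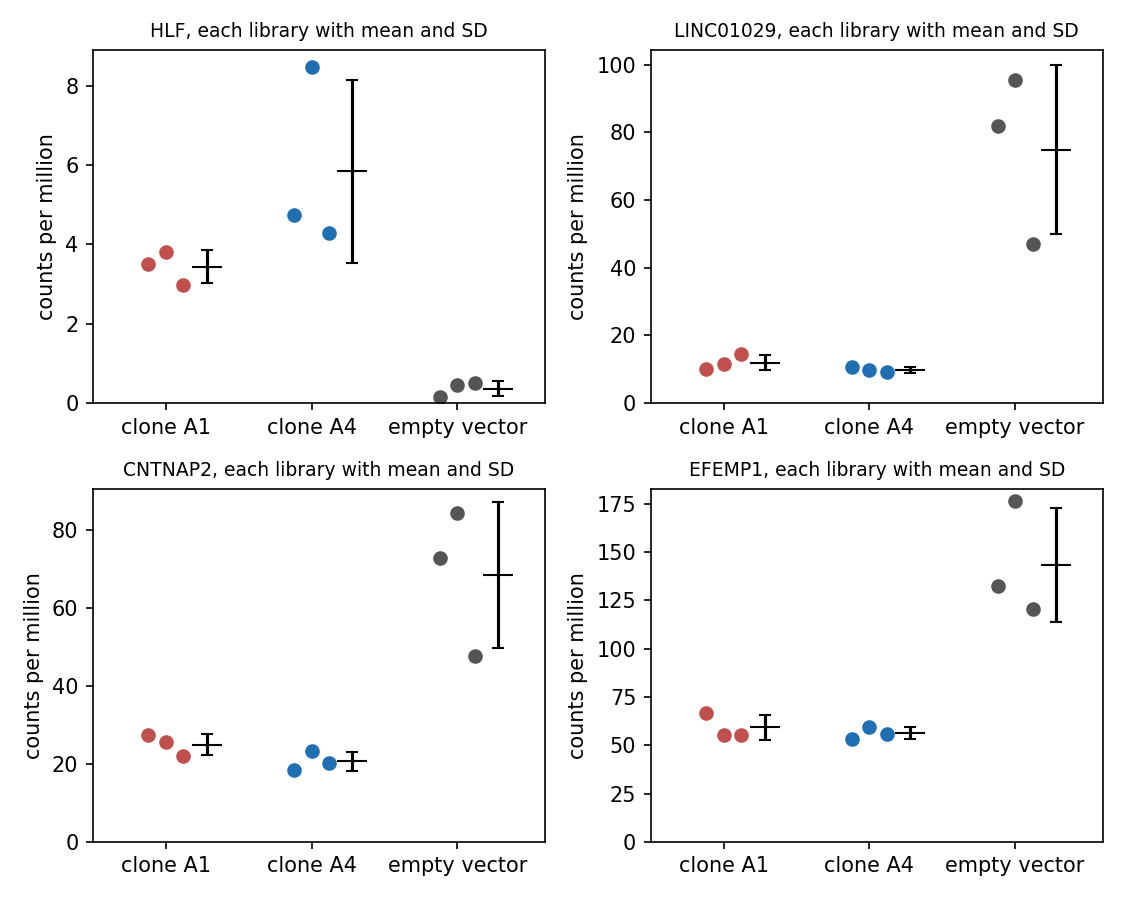
CPM values (vertical axes) of HLF, LINC01029, CNTNAP2 and EFEMP1 in each library of clone A1, clone A4 and the empty-vector clones, as points, with the mean and SD of each group of 3 as a dash and bar. HLF was at most 0.507 CPM in the vector libraries and at least 2.99 CPM in the NCBP2 libraries, and the 3 other genes were lower in every NCBP2 library than in every vector library.

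Each NCBP2 clone was also compared with the vector libraries on its own. In clone A1, 14 genes passed an adjusted p of 0.05 by edgeR, 8 higher and 6 lower, with 1628 genes at an unadjusted p under 0.05. In clone A4, 25 genes passed, 5 higher and 20 lower, with 1138 at an unadjusted p under 0.05. Of the 20 lower genes, 7 lay on chromosome 12 between 752579 and 10398506. Genes of that stretch were also lower in clone A4 than in clone A1. Of the 25 genes, 10 lay within 1 Mb of another with the same sign, where 10000 random draws gave at most 8. Part of this count may therefore reflect a chromosome segment of the clone. The 3 libraries of a clone lay beyond all 3 vector libraries for 14.2% of genes in clone A1 and 12.1% in clone A4. Chance gives 10% if all libraries are independent, which those of 1 clone may not be. The count in clone A1 moved most without a filter on low counts, to 312 genes, and that in clone A4 moved most by DESeq2, to 185. With 1 library left out, the count in clone A1 was 3 without clone A1 replicate B, without vector replicate A or without vector replicate C. It was 4 without clone A1 replicate C, 6 without clone A4 replicate A and 9 without clone A4 replicate B. In clone A4 the count was 41 without clone A1 replicate A, 10 without clone A4 replicate A or C, 9 without vector replicate C and 7 without vector replicate A.

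Both clones shared 5 genes past the threshold with the same sign, NCBP2, HLF, LINC01029, CNTNAP2 and EFEMP1, and 0 genes past it with opposite signs. All 4 genes called in the NCBP2 arm were among them, and 0 of the 5 differed between clone A4 and clone A1 at an adjusted p under 0.05. Because the 2 comparisons used the same vector libraries, unchanged groups were simulated with shared controls, without any differences between clones. The 20 simulations gave a median of 0 shared calls, at most 1. At an unadjusted p under 0.05 in both clones, 390 genes changed with the same sign and 15 with opposite signs, against 173 to 236 genes of the same sign in the simulations. The fold changes of the 2 clones correlated across genes with a Pearson r of 0.417 and a Spearman rho of 0.372. Genes are not independent, and the simulated values were higher, 0.476 to 0.511 for r and 0.444 to 0.467 for rho, so the correlation did not exceed what the shared vector libraries give. The number of shared calls was 1 without clone A1 replicate B or C, without clone A4 replicate A, or without vector replicate A or C, 2 without clone A4 replicate B or C, and 3 without clone A1 replicate A. By DESeq2 it was 47, and it moved most without a filter on low counts, to 49.

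**Figure D4:**
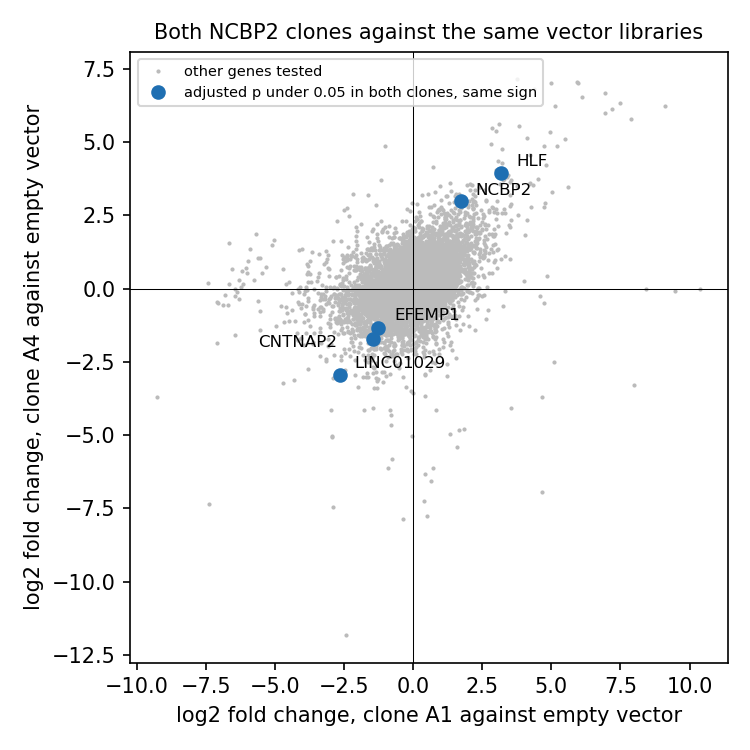
Log2 fold change of each of 21682 genes in clone A1 (horizontal axis) and in clone A4 (vertical axis) against the same 3 vector libraries, with the 5 genes past an adjusted p of 0.05 in both clones as large points. Pearson's r is 0.417 across genes, below the 0.476 to 0.511 of simulated unchanged groups.

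The 2 NCBP2 clones were compared with each other to see how far they differ. In edgeR's test, 35 genes passed an adjusted p of 0.05, 9 higher and 26 lower in clone A4 than in clone A1, with 1437 at an unadjusted p under 0.05. In the same fit, the mean of the 2 clones differed from the vector libraries in 16 genes. The clones did not overlap for 13.6% of genes, where chance gives 10% if all libraries are independent. The count moved most by DESeq2, to 246 genes, 132 higher and 114 lower. It was 10 without clone A4 replicate A, 13 without clone A1 replicate C, 15 without clone A1 replicate B or clone A4 replicate B, 16 without clone A4 replicate C, 23 without vector replicate A or C, and 56 without vector replicate B. Of the 26 lower genes, 11 lay on chromosome 12 between 752579 and 12917937.

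Higher in clone A4 than in clone A1 were GALNT15, GRIK2 and XKR4. GALNT15 (ENSG00000131386.19, chromosome 3, 16174680 to 16231992, plus strand) measured 11.2 CPM ± 2.16 in clone A4, 1.68 CPM ± 0.0715 in clone A1 and 5.66 CPM ± 0.993 in the vector libraries (SD, n = 3 each), and clone A4 exceeded clone A1 by 2.73 on the log2 scale (SE 0.293, edgeR adjusted p 0.00234). GRIK2 (ENSG00000164418.20, chromosome 6, 100962701 to 102081622, plus strand) measured 7.10 CPM ± 1.89, 1.37 CPM ± 0.438 and 3.13 CPM ± 1.10 (SD, n = 3 each) in the same order, a difference of 2.38 (SE 0.399, edgeR adjusted p 0.0392). XKR4 (ENSG00000206579.9, chromosome 8, 55102028 to 55542054, plus strand) measured 16.0 CPM ± 3.76, 3.76 CPM ± 0.313 and 9.54 CPM ± 0.128 (SD, n = 3 each), a difference of 2.09 (SE 0.259, edgeR adjusted p 0.00642). For all 3 genes the vector level lay between the 2 clones. GRIK2 kept its call in 8 of 17 alternatives. Its adjusted p over them ranged from 2.2e-06 to 0.257 and was over 0.05 with any NCBP2 library left out, at 0.120, 0.0894 and 0.229 without clone A1 replicates A, B and C and 0.257, 0.146 and 0.0749 without clone A4 replicates A, B and C. It was also over 0.05 without vector replicate A (0.0554) or C (0.0698) and with only the 6 libraries compared (0.0776), all in edgeR's test. XKR4 lost its call without clone A1 replicate C (0.0562) or clone A4 replicate A (0.0550), in a range of 5.0e-13 to 0.0562 over 17 alternatives.

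Lower in clone A4 than in clone A1 were the histone genes H2AC8 and H2BC8 and the noncoding LINC02074. H2AC8 (ENSG00000277075.2, chromosome 6, 26216921 to 26217437, plus strand) had 433, 1116 and 1313 counts in replicates A, B and C of clone A1, a single count over the 3 libraries of clone A4, and 14 counts over the vector libraries, all in replicate B. In CPM, clone A1 lay above clone A4 by a ratio of 3607 with a 95% counting interval of 646.8 to 142500, and above the vector libraries by 261.6 (155.7 to 479.2). H2BC8 (ENSG00000273802.2, chromosome 6, 26216200 to 26216688, minus strand) had 1528, 3022 and 3077 counts in clone A1, 12 over clone A4 and 13 over the vector libraries. Its ratios were 801.0 (458.3 to 1551) and 750.9 (438.8 to 1411). The fitted differences of clone A4 from clone A1, which depend on the prior count at such levels, were -11.27 (SE 1.10, edgeR adjusted p 0.000974) and -9.56 (SE 0.657, edgeR adjusted p 4.5e-05). Histone genes are near-identical copies of one another, and reads with several alignments are not in the counts, so both levels are uncertain. LINC02074 (ENSG00000266357.6, chromosome 17, 74043452 to 74154212, minus strand) had 0 counts in all 3 libraries of clone A4. With clone A4 set to a floor of 3 counts, it was 89.9-fold higher in clone A1 than in clone A4. At the same floor it was 484.8-fold lower in clone A4 than in the vector libraries. The 95% counting intervals allow smaller differences. The lower limit of the ratio was 72.5 for clone A1 over clone A4, and the upper limit was 0.00254 for clone A4 over vector. LINC02074 measured 1.96 CPM ± 0.868 (SD, n = 3) in clone A1 and 10.7 CPM ± 4.40 (SD, n = 3) in the vector libraries. The fitted difference was -9.38 (SE 0.895, edgeR adjusted p 0.00257). H2AC8, H2BC8 and LINC02074 meet the naming rule through edgeR's average log2 CPM. By the mean of each library's log2 CPM, GREB1L (-7.65, edgeR adjusted p 6.4e-06), LRRC17 (-7.00, 0.000569) and GATA6 (-5.00, 0.000569) would be named in their place. These 3 genes measured at most 0.228, 0.205 and 0.774 CPM in clone A4 and at least 22.6, 18.3 and 12.9 CPM in clone A1, and are given here after their values were seen.

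Gene lists fixed before the data were examined were tested in the NCBP2 arm. Of the 34 cap-machinery genes, 32 could be tested. None passed an adjusted p of 0.05 over all genes, 1 did adjusted over the list alone (NCBP2, 0.00109), and 2 had an unadjusted p under 0.05, NCBP2 and EIF4EBP2. EIF4EBP2, chosen after its value was seen, fell by 0.34 on the log2 scale (SE 0.141, edgeR adjusted p over all genes 0.811). The NCBP1 level was 138.9 CPM ± 14.2 (SD, n = 6) in the NCBP2 arm and 149.7 CPM ± 20.6 (SD, n = 3) in the vector arm, a log2 fold change of -0.11 (SE 0.142, edgeR adjusted p 0.999); it is named as the partner of NCBP2, outside the naming rule.

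By camera with a preset correlation, 4 of the 13 lists differed, all toward lower levels. Median log2 fold changes were -0.30 for the 25 ATF4 genes tested (adjusted p 2.6e-05 by limma's camera), -0.26 for the 24 p53 genes (7.6e-05), -0.17 for the 81 ribosomal protein genes (0.00044) and -0.16 for the 13 mitochondrial mRNAs (0.0241), where all genes tested had a median of -0.01 on the same scale. The ATF4 and p53 lists share 1 gene. No gene of any list passed adjusted over all genes, and adjusted over the list alone 1 passed in each of the cap machinery, p53 (TIGAR), ATF4 (ALDH1L2) and cholesterol (INSIG1) lists, the last 3 named after their values were seen. TIGAR lies on chromosome 12 at 4307763 to 4360028, within the stretch where 11 genes were lower in clone A4 than in clone A1. It measured 32.9 to 44.3 CPM in clone A4, 57.1 to 81.9 CPM in clone A1 and 83.1 to 115.5 CPM in the vector libraries. None of the 4 list calls held under fry or with an estimated correlation, where the adjusted p was at least 0.229 for every list, and 2 lists, p53 and ATF4, had an unadjusted p under 0.05 by fry. The same medians were -0.28 and -0.29 in clones A4 and A1 for the ATF4 list and -0.14 and -0.40 for the p53 list. Ribosomal protein genes lost the camera call without vector replicate A (0.130) or B (0.140), and mitochondrial mRNAs without clone A1 replicate B (0.0569), clone A4 replicate C (0.157) or vector replicate B (0.223), and with 1 mean per clone (0.139). Over the alternatives, adjusted p ranged from 8.7e-10 to 0.674 for ribosomal proteins and from 0.0029 to 0.646 for mitochondrial mRNAs. The p53 and ATF4 lists kept their call in 11 of 13 alternatives, all but fry and the estimated correlation. Their adjusted p by camera or fry ranged from 1.5e-05 to 0.441 for p53 and from 8.1e-06 to 0.441 for ATF4. The 9 other lists did not pass by camera, with adjusted p of 0.114 for hosts of small nucleolar RNAs, 0.238 for small nuclear RNAs, 0.488 for small nucleolar and Cajal body RNAs, 0.545 for replication-dependent histones, 0.889 for the cap machinery, the interferon genes and the proliferation genes, and 0.974 for the eIF4E-linked mRNAs and the cholesterol genes. Leaving out 1 library brought 4 of them past the threshold. Replication-dependent histones passed toward higher levels without vector replicate B (median 0.26, camera adjusted p 0.000912, in a range up to 0.987 over the alternatives). Small nuclear RNAs passed toward higher levels without vector replicate C (0.22, 0.0268, up to 0.597), as did small nucleolar and Cajal body RNAs without clone A4 replicate A (0.16, 0.0159, up to 0.987). Hosts of small nucleolar RNAs passed toward lower levels without clone A1 replicate C (-0.22, 0.0341, up to 0.646).

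Shares of gene counts by RNA class did not differ between the arms. Of 7 classes, 0 passed after adjustment in two-sided exact permutation tests, and 0 had an unadjusted p under 0.05. Protein-coding genes other than histones and mitochondrial genes held 84.5% ± 1.02 (SD, n = 6) of counts in the NCBP2 arm and 83.7% ± 1.10 (SD, n = 3) in the vector arm. Long noncoding RNAs held 2.80% ± 0.311 and 2.62% ± 0.378, replication-dependent histones 0.346% ± 0.0948 and 0.331% ± 0.0905, small nuclear and nucleolar RNAs 0.483% ± 0.214 and 0.448% ± 0.112, and mitochondrial genes 10.9% ± 1.23 and 12.01% ± 1.29, in the same order. Ribosomal RNA genes held 0.0010% ± 0.00031 and 0.00070% ± 0.00016, with the smallest unadjusted exact permutation p of 0.167. The remaining genes held 0.951% ± 0.0969 and 0.891% ± 0.00779. These differences were smaller than, or similar to, the spread between libraries.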

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

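Among the tests in this part, those of weaker strand selection, of a gain around HLF, of the lower depth of clone A1 and of genes that overlap NCBP2-AS1 or CDHR17P were set down before their results were seen. The tests chosen only after the result was seen were those of depth, GC content, a wrong label and few starting molecules for clone A1 replicate A, of genomic DNA, of counting error in HLF, of an outlying library, GC content, chromosome segments and other splits for the clones, of a graded effect of NCBP2, and of the histone class and paralogs. Of the 26 library values and gene levels examined over the 6 NCBP2 libraries, 3 had a library far from the rest, where chance gives about 1 in 20.

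Clone A1 replicate A lay at -181.6 on the first principal component, with the other 8 libraries between 9.38 and 50.1. Lower depth is argued against by thinning. At 29234022 counts each, this library lay at -165.2 and the others between 5.70 and 51.0, and the gap to the nearest NCBP2 library was 0.830 of the range of the 6, against 0.841 before. The other libraries also still detected at least 24773 genes at that depth, against 21823 in this library. GC content and gene length are argued against as the whole cause by a gap of 0.889 after correction. A wrong label or foreign cells are argued against by the profile of levels along the chromosomes, whose correlation with the 2 other libraries of clone A1 was at least 0.444 and with any other clone at most -0.10. Few starting molecules remain a candidate explanation for part of the pattern. In this library 613 genes with a mean of at least 0.5 CPM elsewhere had 0 counts, against at most 88 such genes in any other library, and among 3597 genes over 6 log2 CPM it was no longer the library farthest on the first component. The loss of molecules alone does not account for its spread among highly expressed genes. Its excess variance fell 3.71-fold from genes of 2 to 4 log2 CPM to genes over 6, while CPM rose 15.3-fold. No biological explanation for a single library was tested. Without this library, the NCBP2 arm gave 8 genes in place of 4.

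Clone A4 replicate C held 6.42% of its stranded counts on the opposite strand, and the 5 other NCBP2 libraries 5.51% to 5.85%. Genomic DNA would add alike to both strands of silent genes. The excess over the other libraries on such genes was 186.1 CPM on the strand of the gene and 1854 CPM on the opposite strand, a ratio of 9.96. This excess cannot decide on genomic DNA, because it does not follow the share. Clone A4 replicate A had nearly the same opposite-strand level on these genes (13540 against 13650 CPM) with a share of 5.84%. Weaker strand selection would raise the opposite strand of the 200 genes with the most counts, whose share was 1.42% here and 0.804% to 1.98% in the others. Both tests leave the source open, and no biological explanation was tested for a single library.

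HLF measured 8.49 CPM in clone A4 replicate B and 2.99 to 4.74 CPM in the 5 other NCBP2 libraries. Counting error is too small to account for this, because the 95% interval of its 373 counts has a lower bound of 7.65 CPM. A gain of the region is argued against by the 27 genes within 4 Mb, whose median difference from the mean of the other libraries of clone A4 was 0.11 in log2 CPM corrected for GC content and length, where HLF differed by 0.78 on the same scale. The source of the difference stays open. The fold change of HLF without this library passed the threshold as before.

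Clones A4 and A1 differed in 35 genes by a test of the difference itself, although both overexpress NCBP2. Of the 10 splits of the 6 libraries, 1 gave as many genes, the real one, and the 9 others gave 0 genes, but with so few splits chance cannot be told apart. A single outlying library is argued against as the whole cause by the 27 genes called without clone A1 replicate A, although that count was 10 without clone A4 replicate A and 56 without vector replicate B. GC content and gene length are argued against by the 180 genes called with an offset for them. The lower depth of clone A1 is argued against by the 35 genes called when every library was thinned to 29234022 counts. A change of chromosome segments is a candidate explanation for part of the genes. Of the 35 genes, 13 lay within 1 Mb of another with the same sign, and 10000 random draws of as many genes gave at most 11. On chromosome 12 between 752579 and 12917937, 11 of the genes were lower in clone A4, with log2 fold changes from -2.05 to -0.98. The 80 expressed genes of the 2 windows there differed by medians of -1.001 and -0.58 after correction for GC content and length. Such a loss may have arisen in the clone and would then be unrelated to NCBP2. NCBP2 was higher in clone A4 than in clone A1, and a graded effect of its level would put clone A1 between the vector libraries and clone A4. This is argued against for 20 of the 35 genes, where all 3 libraries of clone A1 lay beyond all 3 vector libraries on the side away from clone A4. Chance gives 5% for a gene that clone A1 leaves unchanged, if all libraries are independent. Libraries of 1 clone may differ together, and choosing genes by their difference between the clones also raises that share. For the 15 other genes a graded effect cannot be told apart from a difference between the clones, because clone A1 overlapped the vector libraries in most of them. Its mean lay between those of the vector libraries and clone A4 for 4 of the 15, for 1 of them without overlap. An effect of NCBP2 that is not graded stays open.

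The genes named for the difference between the clones were GALNT15 at 2.73, GRIK2 at 2.38, XKR4 at 2.09, H2AC8 at -11.27, H2BC8 at -9.56 and LINC02074 at -9.38 on the log2 scale, each for clone A4 against clone A1. All 6 kept their call with the GC and length offset and with counts without regard to strand. GALNT15, H2AC8, H2BC8 and LINC02074 also kept it with any library left out, with adjusted p of at most 0.0233, 0.0203, 0.000847 and 0.0355 in edgeR or DESeq2 over 17 alternatives. GRIK2 lost it without any 1 NCBP2 library, at adjusted p of 0.0749 to 0.257, and without vector replicate A (0.0554) or C (0.0698), in edgeR, and XKR4 without clone A1 replicate C (0.0562) or clone A4 replicate A (0.0550). No technical explanation was tested for GALNT15, GRIK2, XKR4 or LINC02074 beyond these alternatives, and a difference between clones unrelated to NCBP2 stays open.

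For H2AC8 and H2BC8, neighbours on chromosome 6 that were high only in clone A1, a higher expression of histones as a class is argued against. The 37 other replication-dependent histone genes tested had a median log2 fold change of 0.12 in clone A1, from -1.80 to 0.90, and 0 of them passed the threshold. A constant share of the reads of paralogs assigned to this pair is argued against, because the other histone genes summed to 3435 CPM in clone A1 and 3309 CPM in the vector libraries, a ratio of 1.04, where the ratios of the pair were 261.6 and 750.9. Reads of a paralog assigned to the pair in clone A1 alone cannot be told apart from its own expression. The pair summed to 93.7 CPM there, and the SD of the other histone genes was 1004 CPM, so a shift of this size among copies would be hidden in their spread. None of the 13 other genes tested within 100 kb passed the threshold in clone A1.

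Counts on the opposite strand alone, which the report used only within the counts without regard to strand, differed between the arms for 2 of 16229 genes, with 513 at an unadjusted p under 0.05. NCBP2-AS1 rose by 4.84 on the log2 scale (edgeR adjusted p 0.0134), with 50.04 to 259.3 CPM in the NCBP2 libraries and 3.70 to 5.29 CPM in the vector libraries. It lies on the plus strand of chromosome 3 at 196939877 to 196942534, within NCBP2 on the minus strand, so its opposite-strand counts are reads in the direction of NCBP2. The excess of clone A4 over vector was 3.67 times that of clone A1 for these counts and 3.08 times for NCBP2. Reads of an NCBP2 transcript would give similar ratios. The rise itself was larger here than the 2.50 of NCBP2 on the log2 scale. This stretch therefore holds a larger part of the added reads than of the vector libraries' NCBP2 reads. Counts per gene do not part an introduced copy of NCBP2 from the cells' own gene. CDHR17P, a pseudogene on the minus strand of chromosome 7 at 81489204 to 81691406, fell by 7.76 (edgeR adjusted p 0.00919), with a single count over the 6 NCBP2 libraries and 89, 14 and 90 counts in vector replicates A, B and C. That fitted value depends on the prior count. The vector libraries exceeded the NCBP2 libraries by a ratio of 335.4, with a 95% counting interval of 59.5 to 13320. The annotation holds 0 genes that overlap it on the other strand, so an unannotated transcript and misassigned reads cannot be told apart here.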

How the results depend on the processing

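Counts without regard to strand, a quality weight per library and the GC and length offset were tests chosen only after the results were seen. The other alternatives were planned.

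The number of genes called in the NCBP2 arm, 4 in edgeR's fit, varied with the processing. It was 108 by DESeq2, 20 without a filter on low counts, 16 from the mean of the clones in the fit with 3 groups, 216 with quality weights and 44 with the GC and length offset, and the same 4 genes were among the calls each time. With counts summed per clone it was 0, with 906 genes at an unadjusted p under 0.05, and that alternative leaves 5 clones in place of 9 libraries. In simulated data the same alternative still recovered 85% of 4-fold and 21% of 2-fold changes. Those data held no differences between clones beyond the planted changes, so this recovery cannot be taken over to the real clones. HLF (3.61 on the log2 scale) and LINC01029 (-2.77) changed by more than 4-fold in it and were not called. DESeq2's size factors gave 4 genes, a mean of at least 50 counts 4, clone as a random block 3, protein-coding genes alone 3 and counts without regard to strand 5. Across the 9 fits that each left out 1 library, it ranged from 1 (without vector replicate A) to 8 (without clone A1 replicate A). The cause of these changes was not tested.

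In clone A1, where 14 genes were called, the count was 274 by DESeq2, 312 without a filter, 9 at a mean of at least 50 counts, 7 with only the 6 libraries compared and 174 with the offset. In clone A4, with 25, it was 185, 163 and 111 by DESeq2, without a filter and with the offset. For clone A4 against clone A1, with 35, it was 246, 231 and 180 in the same order. The genes called alike in both clones, 5, became 47, 49 and 31 in that order, 3 at a mean of at least 50 counts and 2 with only the 6 libraries compared. Across the 9 fits without 1 library, these counts ranged from 3 to 14 in clone A1, 7 to 41 in clone A4, 10 to 56 between the clones, and 1 to 6 alike in both. The cause was not tested, apart from the fewer libraries of the smaller fits.

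The scaling, the test and the filter also moved the balance of directions. In clone A1, 8 genes rose and 6 fell, but 8 and 3 with DESeq2's size factors, 58 and 116 with the offset, 84 and 190 by DESeq2 and 140 and 172 without a filter. In clone A4, 5 rose and 20 fell, but 35 and 76 with the offset, 69 and 116 by DESeq2 and 68 and 95 without a filter. Between the clones, 9 were higher and 26 lower in clone A4, which became 75 and 105 with the offset and turned to more higher than lower genes by DESeq2 (132 and 114) and without a filter (131 and 100). In the arm, 1 and 3 became 47 and 61 by DESeq2. The median shift of all genes between the size factors and TMM was 0.01 on the log2 scale.

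NCBP2 rose under all 21 alternatives of the arm comparison and passed the threshold under 3, DESeq2 (2.50), the mean of the clones (2.36) and quality weights (2.22). The fit with 2 groups counts the difference between the clones as spread, and its SE was 0.407. In the fit with 3 groups the SE was 0.242 for clone A1 and 0.254 for clone A4. How far this accounts for the missed call was not tested. Without 1 library the log2 fold change of NCBP2 ranged from 2.20 to 2.62. Of the 13 gene lists, 4 were called by camera, and 0 with an estimated correlation or by fry, where 0 and 2 lists had an unadjusted p under 0.05. The cause was not tested. The count was 3 to 5 without 1 library. In no alternative did an RNA class pass the threshold. This says little, because at the smallest possible exact permutation p of 0.0119, 1 class alone could not pass after adjustment over the 7 classes. Fewer libraries leave fewer splits and a larger smallest p.

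The replicate letters were not taken to pair the libraries, because not every same-letter pair correlated by more than 0.1. Deviations of same-letter libraries from their group means correlated between -0.10 and 0.18, and 6 of 9 such pairs exceeded 0.1. Multimapping reads made up 6.80% to 8.04% in the libraries of letter C and at least 8.08% in the others. With the letter as a replicate block, 13 genes were called in the NCBP2 arm, 38 in clone A1, 53 in clone A4, 51 between the clones and 14 alike in both, and 4 lists. NCBP2 then differed between the clones at an adjusted p of 0.0488 by edgeR, in a range of 1.8e-06 to 0.346.

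For the named genes other than NCBP2 in the arm, the 4 called lists and the 7 classes, 363 values were recomputed, of which 310 stayed on their side of the threshold, 48 lost significance, 5 gained it and 0 called values reversed. The 310 include all values of the class shares, which had little room to pass. Of these, 9 changed sign, none of them called. Outside these, 4 of the 9 lists that were not called passed with 1 library left out. The depth limits the lowest genes most: HLF rests on 6 to 26 counts per vector library, and LINC02074 on 0 counts in clone A4.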

Other observations

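All tests in this part were chosen only after the results were seen.

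The count of 4 genes in the NCBP2 arm was set against other splits of the 9 libraries into 6 and 3. As many genes came from 3 of 84 splits, with a median of 0. The other 2 splits set a whole clone against the rest, 22 genes for clone A4 and 12 for clone A1. Only these 3 splits keep the libraries of each NCBP2 clone together, and of the 3 the arms gave the fewest genes. They therefore do not show that the count of 4 owes to the arms rather than to differences between clones. By DESeq2, 9 of 84 splits gave at least the 108 genes of the real one, and up to 539, so that number is within what arbitrary splits give. With the GC and length offset, the same 3 of 84 gave at least the real 44, with 61 for clone A1 and at most 79, for clone A4. With quality weights 3 of 84 gave at least the real 216, with at most 890. There the whole clones gave fewer genes than the arms, 52 for clone A1 and 93 for clone A4. For the clones against vector, 1 of 10 splits gave as many genes in clone A1 and 1 of 10 in clone A4, the real split each time. The 9 other splits gave 0 genes in each case, but 10 splits cannot give a share under 1 in 20, so chance cannot be told apart by them. In 20 simulations of unchanged groups, at most 2 genes were called in clone A1 and 1 in clone A4, against the real 14 and 25, under the spread that the simulations assume. Genes alike in both clones were as many in 2 of 100 draws, the other giving 7. For the gene lists, 25 of 84 splits called at least 4 lists by camera, with a median of 3 and at most 7. The number of list calls, 4, is therefore no more than arbitrary splits often give. These splits count lists and do not judge any 1 list. Differences between single libraries, to which camera with a preset correlation may answer, are a candidate explanation.

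Neighbouring genes shifted together along the chromosomes. The correlation of the arm difference between neighbours, over 10492 expressed genes, which are not independent, was 0.239 before and 0.214 after correction for GC content and length, against at most 0.0205 in 200 shuffled gene orders. GC content and length are therefore argued against as the whole cause. Windows held 40 genes, or fewer at the end of a chromosome. In 16 of 274 windows, both NCBP2 clones lay beyond all 3 vector clones, against at most 2 in shuffled orders. In these, the window medians also differed between the arms by a mean of at least 0.25 on the log2 scale. These windows lay on chromosome 2 (7 windows, higher in the NCBP2 clones), 7 (4, lower), 9 (2, higher), 14 (2, lower) and 17 (1, lower). In those on chromosomes 2 and 7, vector replicate A lay farthest from the NCBP2 clones and carried much of the difference. At 197388515 to 203535335 on chromosome 2, its window median was -0.38, against -0.11 and -0.0015 in vector replicates C and B. Among the 10 ways to part the 5 clones into 2 and 3, the 6 that part A1 from A4 gave 0 to 3 such windows. The 3 pairs of vector clones, which leave A1 and A4 together and so partly repeat the arm difference, gave 17, 5 and 2, of which 11, 2 and 1 were among the 16. Clones A1 and A4 therefore shared shifts in these windows. Differences between clones unrelated to NCBP2, including any that A1 and A4 share, cannot be told apart from an effect of NCBP2, because the arms hold 2 and 3 clones and make 10 splits.

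The same holds for single genes. Of 731 placed genes with an unadjusted p under 0.05 in the NCBP2 arm, 220 (30.1%) were next to another with the same sign, against a median of 52 and at most 85 in shuffled orders. Part of the genes at that level may therefore reflect chromosome segments that differ between clones. CNTNAP2 lies on a part of chromosome 7 where 4 windows were lower in the NCBP2 clones. A uniform shift of its window, from 141074064 to 157269370, does not account for the whole change. A smaller changed segment around the gene was not tested and stays open. The log2 fold change of CNTNAP2 was -1.58, without correction for GC content and length. Its window differed by -0.58 after that correction and by -0.65 before it. The corrected window leaves -1.005 (SE 0.191 for the gene), which mixes the 2 scales, and the uncorrected window leaves somewhat less. EFEMP1 changed against its window, which was higher by 0.22 after the correction and by 0.29 before it. HLF, too low to be placed among the expressed genes, rose within the 1 window on chromosome 17 that was lower in the NCBP2 clones. That window differed by a median of -0.30 after the correction and -0.37 before it. LINC01029 was not placed. Whether the changes of these 4 genes follow from NCBP2 or from the clones was not tested beyond this, since no library returns NCBP2 to its vector level.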
